A study of Sus scrofa with 16 samples. Its data were reported in "Profiling of Chromatin Accessibility in Pigs across Multiple Tissues and Developmental Stages" (2023).

How the data were processed

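Chromatin accessibility was measured with ATAC-seq, an assay in which a transposase inserts sequencing adaptors into open DNA, in 16 libraries from female domestic crossbred pigs. Per the labels, the libraries form 8 groups of 2 biological replicates. These were kidney, heart, spleen, lung, skeletal muscle and liver of newborns (day 0 in the labels). Liver at 28 days (suckling) and at 180 days (adult) made up the other groups. The study describes the newborn pigs as a day old. Groups were taken from the labels alone. Transcriptome data were not used here.

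According to the methods of the study, the authors aligned paired-end reads to the Sscrofa11.1 assembly with Bowtie2, removed mitochondrial, low-quality and duplicate reads with SAMtools, and called peaks in each replicate with MACS2. The options named there include both a shift with an extension of reads and an input format for whole fragments. Fragment centres rather than insertion sites would then lie under the summits, and no offset for the transposase is described. The replicates of a group were matched with the irreproducible discovery rate (IDR) tool at its default settings. Mapping quality was filtered before peak calling, and no exclusion of artefact-prone regions is described. Each of these steps acts before the lists used here and could change which intervals they hold.

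The deposited data used here were 8 lists of merged peaks, with 1 list per group. The authors gave each peak the −log10 p of each replicate and the smaller of the replicate values. The smaller value matched the lower replicate in 100% of the peaks of every list. The authors' deposited score is the scaled IDR, in which 540 stands for an IDR of 0.05, 830 for an IDR of 0.01, and the cap of 1000 for an IDR of 0.00391 or lower. Deposited lists were not filtered on IDR, since each holds peaks above 0.05. The columns for a signal value and a q-value hold a constant, so peaks were ranked by the smaller −log10 p where a ranking by signal had been chosen beforehand. Such values depend on the depth of each library, and they were used only to describe, rank or filter peaks within a list, never to compare lists.

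The lists give no read counts, so the depth behind a peak is unknown from them, and no limit of detection was computed. A peak that is missing from a list is a peak that was not called, and its absence was not measured. Shares of peaks are given with Wilson 95% confidence intervals, which cover counting error only. Each list pools 2 libraries, so its counts have no replicate error.

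Positions refer to Sscrofa11.1 and are counted from 1, whereas deposited starts are counted from 0, and genes were taken from the RefSeq annotation of that assembly. No peak lay past the end of its chromosome in any list. Features were assigned for chromosomes 1 to 18, X and Y. Peaks on unplaced scaffolds, which made up from 1.25% to 1.70% of a list, were counted but not annotated. Promoters reached from 2.2 kb upstream to 500 bp downstream of each transcription start site of 19560 protein-coding genes (PCGs), which gave 45998 promoters. A peak took the first feature that it overlapped by 1 bp, in the order promoter, exon, intron, 300 bp downstream of a gene, and intergenic. The authors used another annotation and another program for this step. The Jaccard index is the length covered by both lists of a pair divided by the length covered by either. Tissue-specific peaks overlapped no peak of the other 5 newborn lists by 1 bp, and stage-specific peaks no peak of the other 2 liver lists. Peaks of a stage without overlap in the neighbouring stage were counted in each direction.

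Differences between Jaccard indices, and differences in motif shares, were tested by a two-sided sign-flip permutation test over 18 autosomes with 100000 resamples, for which 2e-05 was the smallest p obtained. Autosomes are blocks of 1 genome, not biological replicates, so these tests describe the pooled lists and say nothing about variation between animals. Feature shares of specific and of all peaks were compared by an exact two-sided sign-flip permutation test over the 6 tissues, whose smallest possible p is 0.031. Over the 3 stages the smallest possible p would be 0.25, so no test was made. Marker lists were tested by two-sided Fisher's exact tests over 48 combinations of a marker list and a peak list. Benjamini-Hochberg adjustment was applied within each family. Replicates were compared within a list by Spearman's rho across peaks, which are not independent replicates, and no p was computed.

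Marker lists of 10 genes each were written from general knowledge before the data were examined, as were 14 consensus sequences of transcription factor families, the definitions of all measures and tests, the main set of alternatives and the rule for naming genes. The marker lists covered heart, kidney, liver, lung, muscle and spleen, and for the liver stages erythroid cells, fetal liver growth, T cells and adult liver metabolism. The consensus sequences were CTAWWWWTAG for MEF2, CAGCTG for MYOD, GAGGAAGT for SPI1, CAAAGTCCA for HNF4A, GTTAATNATTAA for HNF1, AGATAAG for GATA, TTGCNNAA for CEBP, TGTTTAC for FOXA, TCAAGTG for NKX2, CATTCCA for TEAD, TGASTCA for AP1, TGTGGTT for RUNX, GCCNNNGGC for TFAP2 and CCASYAGRKGGC for CTCF. Matches on either strand were counted within 200 bp centred on the summit of specific peaks outside promoters, against the specific peaks of the other lists of the same family. This replaces a search with weight matrices and is less sensitive. Named genes were the 19 genes that the study names for a promoter accessible in 1 tissue, the 2 strongest specific promoter peaks of each list, and the genes of the marker lists. MYH6, MYH3 and ZAP70 had no match by symbol and were not assessed here. Some genes of these lists are not reported here by name.

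Alternatives were an IDR of 0.05 or lower, an IDR of 0.01 or lower, merging of overlapping peaks, an equal number of top peaks from each list, overlap of 50% of the peak's own length, a distance of 500 bp to any other peak, and each replicate's own intervals in place of the merged ones. A narrower promoter from 1 kb upstream to 100 bp downstream, all annotated genes, the summit alone, the suckling and adult liver lists added to the compared lists, shared peaks matched on −log10 p, and peaks outside promoters were also tried. For motifs the alternatives were a window of 100 bp, the list's own shared peaks, the reversed consensus and a background matched on GC content. For marker lists they were the narrower promoter, all PCGs with a symbol as the background, and specific peaks anywhere in the gene. Several further alternatives were chosen after seeing the data and are named as such with their effects.

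Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures matplotlib 3.10.9, and sequence comparisons BLAST 2.17.0. Counts of all 9 sets of specific peaks were identical to those from BEDtools 2.31.1. The code was also tested on simulated data. It recovered 4200 of 4200 planted specific peaks and the planted excess of 14 of 14 motifs. The sign-flip test gave p under 0.05 in 5.14% of 5000 simulations without a difference and in 97.9% of 1000 simulations with a shift of 1 SD. Fisher's exact test gave it for 1.35% of 2000 random gene lists. A difference of 4.62 percentage points that came from GC content alone fell to 0.0528 after matching.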

Results

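Genome-wide accessible chromatin regions were profiled by ATAC-seq in 16 libraries from female pigs. Newborn animals gave 6 tissues (kidney, heart, spleen, lung, skeletal muscle and liver), and liver was also taken at 28 days (suckling) and at 180 days (adult), with 2 replicates in each of the 8 groups. The replicates of a group had been merged into 1 list of consensus peaks, so every count or share of a list belongs to a pair of pooled libraries and has no replicate error. The lists carry no read counts, and depth is unknown from them. Wilson 95% confidence intervals of the 238 shares computed from peak counts were at most 1.75 percentage points wide. They cover counting error only.

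The newborn tissues gave between 57126 consensus peaks in muscle and 133254 in kidney. Heart had 72920, lung 80657, spleen 84327 and newborn liver 120012 peaks. In liver, 141689 peaks were listed at the suckling stage and 109003 at the adult stage. The peaks of a list covered from 33.2 to 66.9 Mb, and median widths ranged from 364 to 527 bp. The count of peaks depended most on the IDR, which measures how far the ranks of a peak match between replicates. At an IDR of 0.01 or lower, from 7257 peaks in heart to 39613 in adult liver were left. At an IDR of 0.05 or lower the share of peaks was 19.2% (95% confidence interval 19.01 to 19.46) in newborn liver, 33.8% (33.5 to 34) in suckling liver and 50.4% (50.1 to 50.7) in adult liver. Among the other newborn tissues it ranged from 19.9% in heart to 33.9% in kidney.

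**Figure D1:**
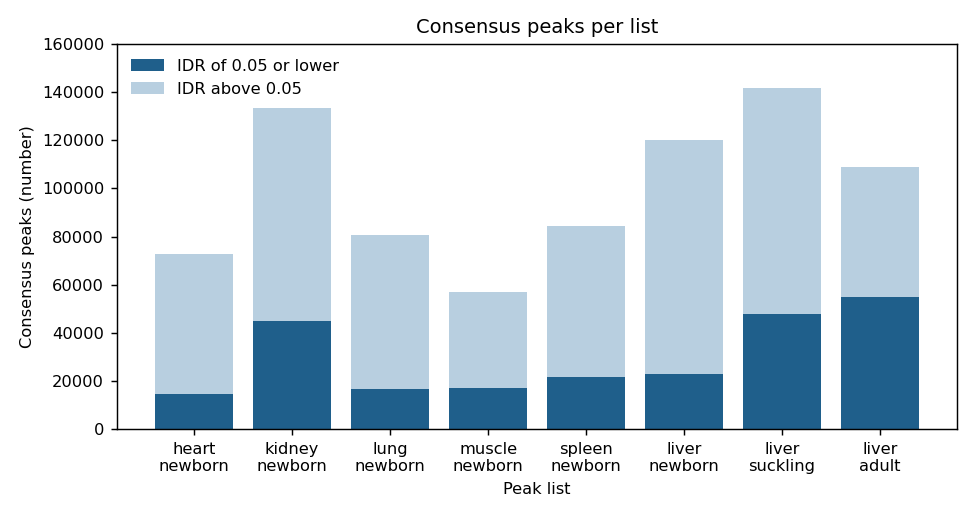
Number of consensus peaks in each of the 8 lists (bars, all deposited peaks and those with an IDR of 0.05 or lower). Kidney is the longest newborn list with 133254 peaks, whereas adult liver holds the most peaks with an IDR of 0.05 or lower, at 54948.

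To see how far the replicates of a group matched, their −log10 p values were compared across the peaks of each list. Spearman's rho was lowest in newborn liver (0.514) and heart (0.517) and highest in adult liver (0.769), with a mean of 0.613 over the 8 lists. Peaks are not independent replicates, so no test was made. Among peaks with an IDR of 0.05 or lower the mean was 0.818, a selection that itself favours matching ranks. Replicates of some groups differed in strength. Median −log10 p in lung was 6.15 in replicate 1 and 22.5 in replicate 2, and in newborn liver it was 24.8 and 8.66.

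Peak annotation was examined next. In the newborn tissues, peaks were located mostly in introns (36.6 to 40.5%, mean 38.1%) and intergenic regions (31.7 to 38.5%, mean 34.7%). Promoters held 14.3 to 24.0% (mean 19.2%) and exons 7.14 to 8.27% (mean 7.62%). Across the liver stages the means were 15.2% in promoters, 41.2% in introns, 35.0% in intergenic regions and 8.20% in exons. The density of peaks was higher in promoters than elsewhere in every list, by a ratio of 5.58 to 10.7. For the promoter share the narrower promoter moved these means most, to 16.5% in the newborn tissues and 12.5% in the liver stages. Intron and intergenic shares moved most when all annotated genes were used. The mean intergenic share of the newborn tissues was then 27.2%, and the mean intron share was 42.5%.

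Overlap between lists was then compared, first to ask which tissues are most alike. The Jaccard index of the 15 newborn tissue pairs ranged from 0.233 for muscle and liver to 0.376 for heart and muscle, with a mean of 0.313. Heart and lung followed with 0.357, and kidney and liver with 0.354. Lists shifted along the chromosomes gave 0.00820 to 0.0148. The index for heart and muscle was 0.0674 above the mean of the other 14 pairs (higher on 18 of 18 autosomes, permutation test p = 2e-05, adjusted p = 2e-05 over the 3 differences tested). With an equal number of top peaks, the alternative that moved it most, the difference was 0.0810. Heart and muscle ranked 2 of 15 with replicate 2's own intervals of the same peaks in every list (0.370, after kidney and liver with 0.372). They also ranked 2 with those of replicate 1 (0.361, after heart and lung with 0.371).

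The 3 pairs of liver stages shared more than any pair of newborn tissues. The index was 0.542 for newborn and suckling liver, 0.528 for newborn and adult liver and 0.491 for suckling and adult liver. Newborn and suckling liver exceeded newborn and adult liver by 0.0148, and exceeded suckling and adult liver by 0.0511 (each higher on 18 of 18 autosomes, permutation test p = 2e-05, adjusted p = 2e-05). Neither order held throughout. With replicate 1's own intervals of the same peaks in every list, the former difference was −0.0244 (higher on 0 of 18 autosomes). With those of replicate 2 it was 0.0777. At an IDR of 0.05 or lower the latter difference was −0.0441 (higher on 0 of 18 autosomes).

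**Figure D2:**
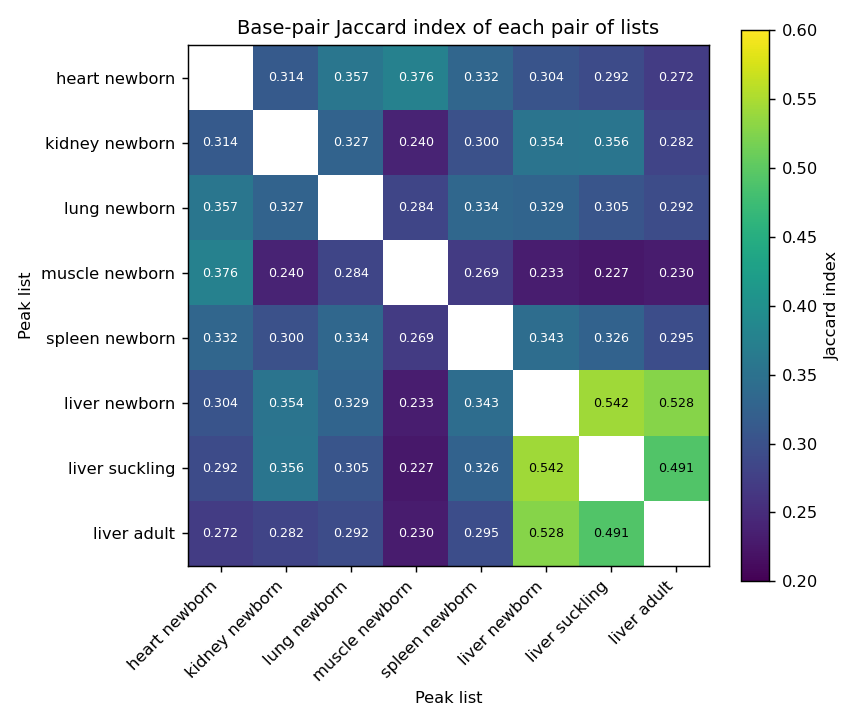
Jaccard index (shared length over the length covered by either list, no unit) of each pair of the 8 peak lists. Pairs of liver stages lie between 0.491 and 0.542, above the 15 newborn tissue pairs, which lie between 0.233 and 0.376.

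The peaks of the 6 newborn tissues formed 252916 regions in all. Of these, 56.6% were called in 1 tissue and 8.08% in all 6. Promoters made up 3.87% of the regions of 1 tissue and 53.5% of those of all 6.

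Tissue-specific peaks, called in 1 newborn tissue and overlapping none of the other lists, were identified to describe differences in accessibility between tissues. Kidney had 46094 such peaks, or 34.6% of its list (95% confidence interval 34.3 to 34.8), followed by liver with 33622 (28.0%, 27.8 to 28.3). Spleen had 20437 (24.2%), lung 17610 (21.8%), heart 12668 (17.4%) and muscle 12638 (22.1%). This ranking changed with the length of the lists. With the 57126 top peaks of every list, spleen ranked 1 with 17941 specific peaks and kidney ranked 5 with 14974. The alternative that moved the counts most was an IDR of 0.05 or lower in the list itself, with all deposited peaks kept in the other lists, which left 983 heart-specific peaks. Among tissue-specific peaks the share with an IDR of 0.05 or lower was 7.76 to 17.3%, against 21.99 to 43.9% among shared peaks. In each list the median −log10 p of specific peaks was lower than that of shared peaks, with a ratio from 0.619 in kidney to 0.825 in lung (mean 0.721, or 0.791 outside promoters).

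**Figure D3:**
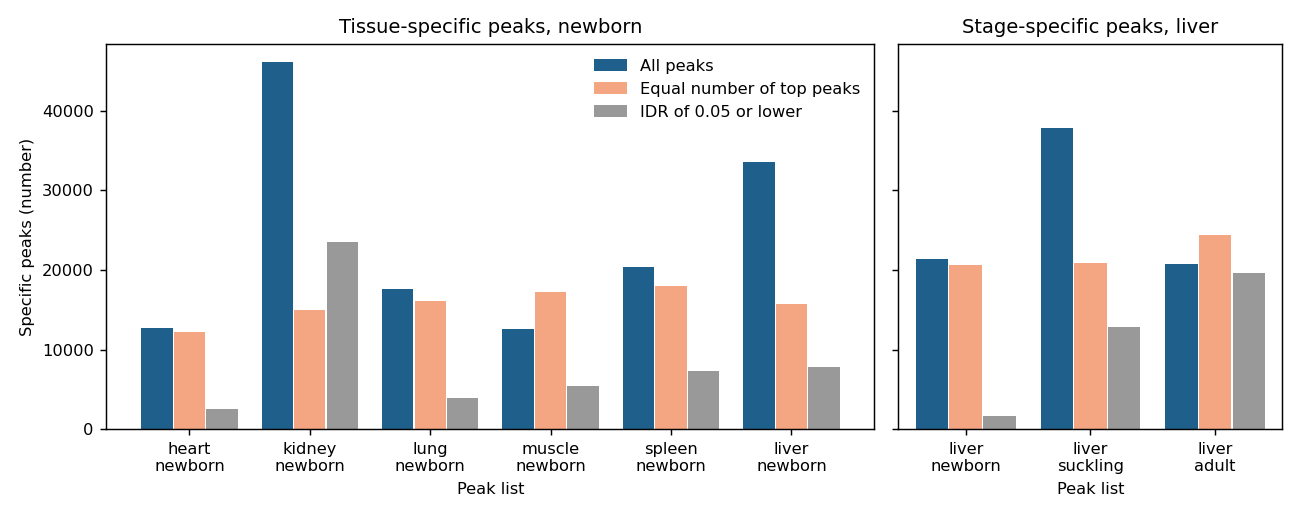
Number of tissue-specific peaks of the 6 newborn tissues and of stage-specific peaks of the 3 liver stages, with all deposited peaks and with an equal number of top peaks from each list. Kidney falls from 46094 to 14974 and suckling liver from 37896 to 20942 when the lists have equal numbers.

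The features under tissue-specific peaks were set against those of the whole list. Promoters held a mean of 3.78% of the specific peaks and 19.2% of all peaks, a difference of −15.4 percentage points. Introns held 47.7% and 38.1%, a difference of 9.57. Both differences had the same direction in 6 of 6 tissues (exact permutation test p = 0.031 for each, the smallest possible, adjusted p = 0.031 over 2 tests). The tissues came from the same 2 pigs, so the test does not measure variation between animals. The promoter difference moved most at an IDR of 0.05 or lower, to −31.1. Against shared peaks matched on −log10 p, in place of all peaks, it was −15.4 (3.78% against 19.2%). All peaks include the specific ones, so the 2 references are unlike. The equal values do not show that strength plays no part.

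**Figure D4:**
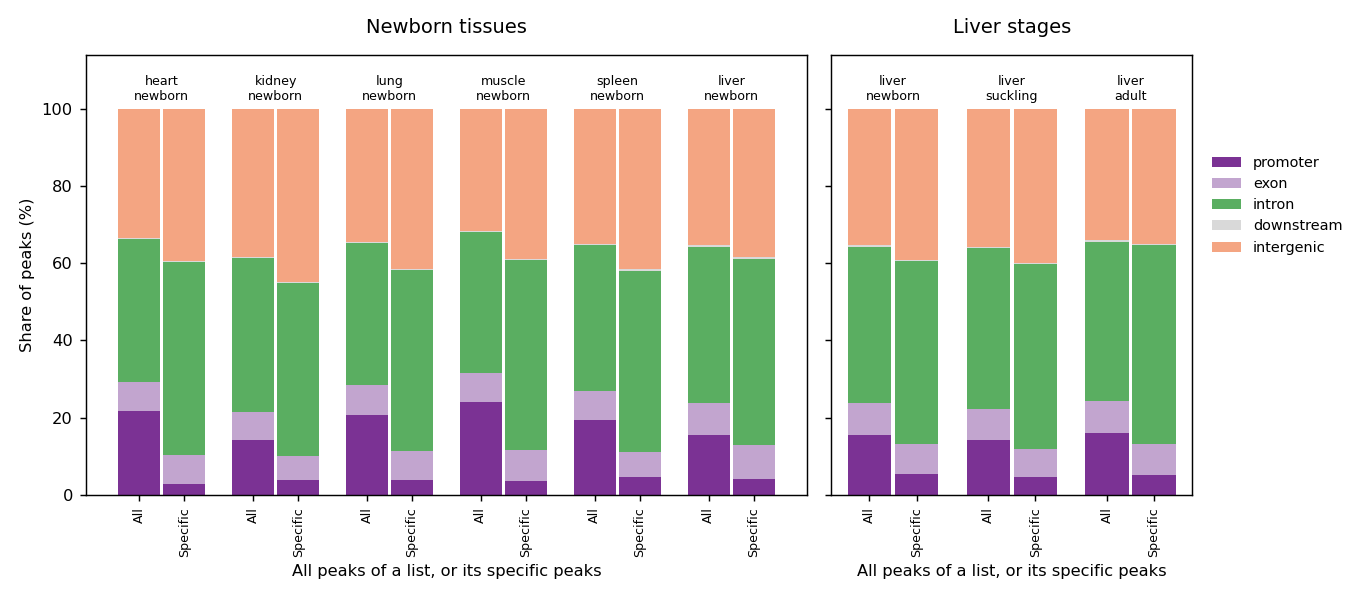
Percent of peaks by genomic feature for all peaks and for specific peaks of each list. The mean promoter share is 19.2% of all peaks and 3.78% of tissue-specific peaks in the newborn tissues, and 15.2% and 5.0% in the liver stages.

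Protein-coding genes with a tissue-specific peak in a promoter were counted next. There were 1542 in kidney, 1256 in liver, 856 in spleen, 646 in lung, 406 in muscle and 337 in heart. An IDR of 0.05 or lower in the list itself, with all deposited peaks kept in the other lists, moved these counts most, to between 20 genes in heart and 255 in kidney. With that limit in every list, heart had 143 genes, liver 509 and kidney 2018. Each list's 2 strongest specific promoter peaks were examined, and all 12 had the highest score. In heart they lay at FAM213A (chromosome 14, 82253920 to 82254366, −log10 p 50.5 and 55.5 in the 2 replicates) and EHBP1, and in kidney at SST (chromosome 13, 125338109 to 125338832, 54.2 and 70.7) and VSTM2A. In liver they lay at DGKG (chromosome 13, 124135763 to 124136539, 408 and 113) and CLDN14, and in lung at ABCC5 (chromosome 13, 121932402 to 121933704, 35.7 and 119) and GAS7. The summit at ABCC5 lay 2624 bp from the nearest transcription start site, so only the edge of that peak reached the promoter. Muscle had TRIM72 (chromosome 3, 17297578 to 17298213, 81.4 and 75.5) and BEST3, and spleen SLC25A37 (chromosome 14, 7663767 to 7664280, 77.4 and 131) and TLX1.

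Of 19 genes that the study names for a promoter accessible in 1 tissue, 18 could be matched. All 18 had a promoter peak in the named tissue, and 15 had a tissue-specific one, the exceptions being ADCY6, BMPR2 and MOGAT1. For 15 of the 18 genes a promoter peak was also called in another newborn tissue. CD3E, APOH and SULT2A1 were the genes without one. A specific peak with an IDR of 0.05 or lower was present at 6 genes, among them MYBPC3, CD3E and APOA2. The spleen-specific peak of CD3E (chromosome 9, 45619269 to 45619894) covered the 5′ end of the gene, with −log10 p of 16.8 and 39.4 and an IDR of 0.0169. At MYBPC3 the strongest heart-specific peak (chromosome 2, 15247473 to 15247792) had 19.8 and 19.7 and an IDR of 0.0299. At APOA2 the strongest liver-specific peak (chromosome 4, 89236636 to 89237138) had 142 and 31.4 and an IDR of 0.0127, while the peak at APOH (chromosome 12, 12838940 to 12839508) had 103 and 6.78 and an IDR of 0.302.

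Marker lists were used to ask whether specific promoter peaks fall at genes typical of each tissue. Each of the 6 tissue lists was overrepresented among the genes with a specific promoter peak of its own tissue. Specific peaks were found at 5 of 10 heart genes (Fisher's exact test, adjusted p = 4.5e-05), 5 of 8 kidney genes (0.0029), 5 of 8 liver genes (0.0013), 4 of 10 lung genes (0.0031), 4 of 9 muscle genes (0.00056) and 6 of 10 spleen genes (6.5e-05), where a denominator counts the genes with a promoter peak in any newborn tissue. Over all 48 tests, including those of the liver stages, 7 were higher and 0 lower at an adjusted p under 0.05, and 9 had an unadjusted p under 0.05. When specific peaks anywhere in the gene were counted, 0 of the 48 passed (12 unadjusted), with an adjusted p of 0.163 for heart. Across the alternatives the adjusted p of the heart list ranged from 8.6e-08 to 0.495, the highest at an IDR of 0.05 or lower. CD2 belongs to both the spleen and the T cell list, and CD3E of the T cell list is also among the marker genes of the study.

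To ask which transcription factors might act in tissue-specific regions, consensus sequences were counted around the summits of specific peaks outside promoters. Of 84 combinations of a motif and a tissue, 32 were higher and 47 lower than in the specific peaks of the other tissues at an adjusted p under 0.05, and 79 had an unadjusted p under 0.05. Largest was MYOD in muscle, with matches in 30.2% of specific peaks against 17.6% (difference 12.4 percentage points). Next to it in muscle was AP1 (5.33 points). CEBP was the largest in liver (14.8% against 9.41%, difference 5.30), followed by FOXA (3.30). In spleen the largest was SPI1 (6.16% against 1.43%, difference 4.74), followed by MYOD (22.5% against 18.1%, difference 4.34). In lung it was NKX2 (7.48% against 2.75%, difference 4.70), followed by TEAD (3.97). In heart it was GATA (7.51% against 3.22%, difference 4.13), followed by MEF2 (2.89). Each of these was higher on 18 of 18 autosomes (permutation test adjusted p = 3.5e-05). TFAP2 was the largest in kidney (11.4% against 8.48%, difference 2.85, 18 of 18 autosomes, permutation test adjusted p = 3.5e-05), but the difference was 0.261 (adjusted p = 0.330) with a background matched on GC content and −1.92 against kidney's own shared peaks (adjusted p over its alternatives from 3.7e-05 to 0.330). The reversed consensus, which has the same base composition but is no longer the same binding sequence, moved the counts most, to 8 higher and 9 lower of 84. The reversed sequences of MYOD, CEBP, TFAP2 and CTCF hold a CpG and are not even controls. The differences of the reversed consensus were 0.0137 for MYOD in muscle, −0.0446 for CEBP in liver, −0.235 for SPI1 in spleen and −0.749 for NKX2 in lung. GATA in heart and TFAP2 in kidney stayed higher with the reversed consensus, by 0.680 (permutation test adjusted p = 0.00962) and 0.461 (0.00848).

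**Figure D5:**
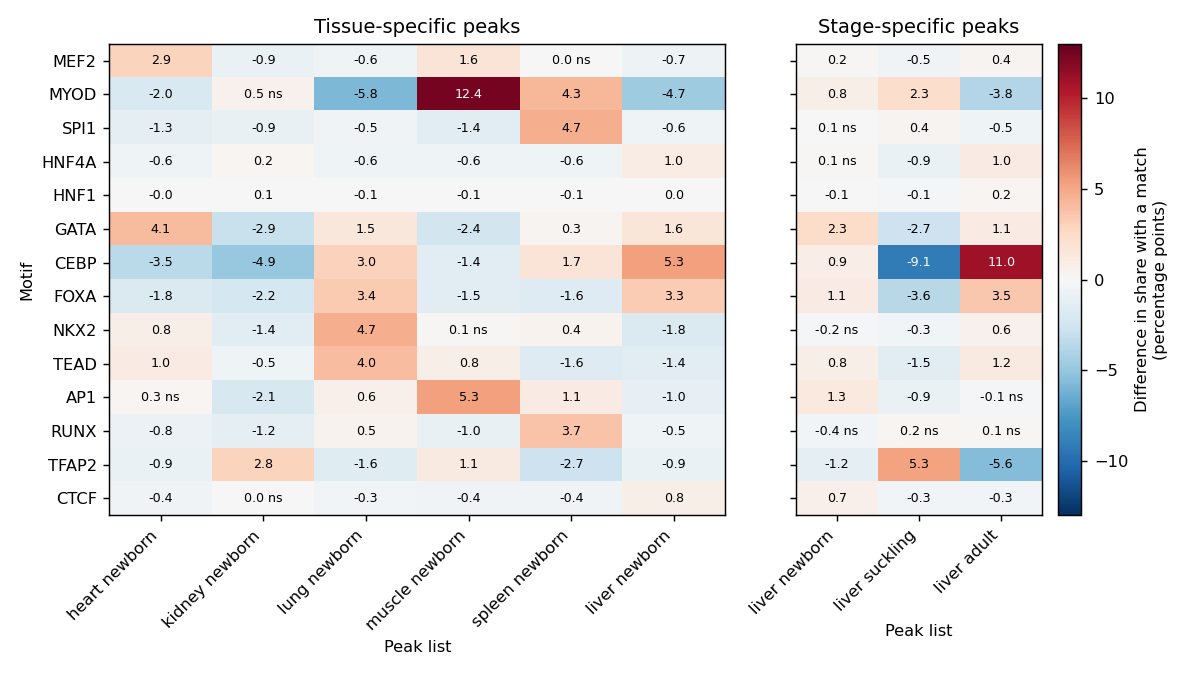
Difference in the percent of specific peaks with a motif match between each list and the other lists of its family, in percentage points. MYOD in muscle (12.4) and CEBP in adult liver (10.97) are the largest differences, while TFAP2 in kidney (2.85) and in suckling liver (5.27) fell to 0.261 and 0.0281 after matching on GC content.

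For postnatal liver development, peaks of neighbouring stages were compared. Newborn liver had 29095 peaks without overlap at the suckling stage (24.2%, 95% confidence interval 24.0 to 24.5), and suckling liver had 48809 without overlap in the newborn (34.4%, 34.2 to 34.7). Between suckling and adult liver, 57712 suckling peaks (40.7%, 40.5 to 41.0) and 28365 adult peaks (26.0%, 25.8 to 26.3) had no overlap. Of these peaks, 17488, 29055, 34087 and 17876 lay in a PCG or its promoter, in the same order. An IDR of 0.05 or lower left 4425 newborn peaks without overlap at the suckling stage. It also turned the order between suckling and adult liver, with 14866 suckling and 22390 adult peaks. An equal number of top peaks turned both orders, with 32528 newborn against 31516 suckling peaks and 34158 suckling against 36186 adult peaks.

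Peaks called at a single stage numbered 21376 in newborn (17.8%), 37896 in suckling (26.7%) and 20774 in adult liver (19.1%). With an equal number of top peaks the counts were 20652, 20942 and 24460, and at an IDR of 0.05 or lower in every list they were 1660, 12790 and 19642, so adult liver then ranked 1. With that limit in the list itself alone, which moved the counts most, they were 380, 681 and 4557. Few stage-specific peaks of the earlier stages had a low IDR, which measures matching ranks rather than strength. By median −log10 p, specific peaks were below the shared peaks of their list at every stage. The ratio was 0.538 in newborn, 0.522 in suckling and 0.380 in adult liver, so adult-specific peaks were not the stronger ones within their list. The share with an IDR of 0.05 or lower was 1.78% (95% confidence interval 1.61 to 1.964) of newborn-specific, 1.80% (1.67 to 1.94) of suckling-specific and 21.9% (21.4 to 22.5) of adult-specific peaks, against 23.0%, 45.4% and 57.1% of the shared peaks. Promoters held a mean of 5.0% of stage-specific and 15.2% of all peaks, a difference of −10.2 percentage points, and introns 49.0% and 41.2%, a difference of 7.81. With 3 stages no test can reach p under 0.05, since the smallest possible exact p is 0.25.

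Stage-specific peaks overlapped promoters of 1059 PCGs in newborn, 1549 in suckling and 1006 in adult liver, and with an IDR of 0.05 or lower in every list of 255 in newborn and 1892 in adult liver. With that limit in the list itself alone, which changed the counts by the largest ratio, there were 8, 40 and 238. Of the 6 strongest stage-specific promoter peaks, 4 had an IDR of 0.05 or lower. In adult liver they lay at FAM71F1 (chromosome 18, 19900789 to 19901458, −log10 p 108 and 185) and CYP51. In suckling liver the peak at SST (chromosome 13, 125338206 to 125338468) had 22.3 and 29.0, and another lay between PPP1CA and TBC1D10C. The newborn-specific peaks at ANKRD6 (chromosome 1, 57499822 to 57500124, 43.6 and 25.5) and PCSK2 had an IDR of 0.0726 and 0.0601. The summit at ANKRD6 lay 2217 bp from the nearest transcription start site, just outside the promoter that the peak overlapped.

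Stage marker lists were tested in the same way, to ask about blood formation, growth, immunity and metabolism of the developing liver. Newborn-specific promoter peaks were found at 6 of 8 erythroid genes (Fisher's exact test, adjusted p = 6.5e-05), although none of these peaks had an IDR of 0.05 or lower. At that threshold 2 of the genes were left in the background, and 0 had a newborn promoter peak, so the list could not be tested there. The adjusted p over the alternatives ranged from 5.3e-05 to 1. The list of fetal liver growth had newborn-specific peaks at 3 of 9 genes (Fisher's exact test, adjusted p = 0.11) and the T cell list suckling-specific peaks at 4 of 9 genes (adjusted p = 0.0533). Neither passed the correction. Adult-specific peaks were found at 1 of 10 genes of adult liver metabolism (Fisher's exact test, adjusted p = 1), and all 10 had a promoter peak at each stage.

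Of 42 combinations of a motif and a liver stage, 19 were higher and 16 lower than in the specific peaks of the other stages at an adjusted p under 0.05, and 35 had an unadjusted p under 0.05. CEBP was the largest in adult liver (18.8% against 7.63%, difference 10.97 percentage points), followed by FOXA (3.52). GATA was the largest in newborn liver (4.89% against 2.62%, difference 2.34), and TFAP2 in suckling liver (14% against 8.75%, difference 5.27), each on 18 of 18 autosomes (permutation test adjusted p = 5.2e-05). Second were AP1 in newborn liver (1.26, 17 of 18 autosomes) and MYOD in suckling liver (2.31, 18 of 18 autosomes). With a background matched on GC content the difference for TFAP2 was 0.0281 (permutation test adjusted p = 0.929, from 5.6e-05 to 0.929 over its alternatives), and that for CEBP 6.21. The reversed consensus gave 0.0121 for GATA in newborn liver and 0.253 for TFAP2 in suckling liver, while CEBP in adult liver stayed higher by 0.726 (permutation test adjusted p = 0.00149). Against the list's own shared peaks 6 combinations were higher and 23 lower, and with the reversed consensus 7 were higher and 7 lower.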

Values the study reported

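The study reported 45.83–106.01 M informative reads per library after filtering and deduplication. It merged the replicates into 57,126–133,254 consensus peaks per newborn tissue and 109,003–141,689 per liver stage. Across newborn tissues, 41.80–46.43% of the merged peaks (mean 43.93%) were intronic and 22.49–27.59% (mean 24.76%) intergenic. Promoters held 15.77–24.80% (mean 20.36%) and exons 10.38–11.62% (mean 10.92%).

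For tissue-specific peaks the study gave a mean promoter share of 5.21% against 20.36% of all regions, and an intron share of 58.95% against 43.93%. Promoters of 970 protein-coding genes overlapped kidney-specific peaks. The counts were 824 for liver, 574 for spleen, 270 for muscle and 220 for heart.

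Between neighbouring liver stages the study identified 14,416–28,053 differential peaks. Stage-specific regions overlapped the promoters of 731 genes in newborn, 1028 in suckling and 612 in adult liver. Their intron share was 59.27%, against 47.09% for the peaks of each stage.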

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

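All tests in this part were chosen before their results were seen. Peaks on the Y chromosome were looked at because all 16 libraries are labelled female, so that a signal there lies outside the comparisons made above. In the 8 lists, 120 peaks lay on the Y chromosome, from 5 in muscle to 19 each in kidney, lung and suckling liver. Of the 120, 32 had an IDR of 0.05 or lower.

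Sequence shared with other chromosomes was tested by aligning each Y peak to the rest of the assembly. A near-identical copy elsewhere (at least 95% identity over at least 90% of the peak) was found for 80 of the 120, or 66.7%. The copy lay on the X chromosome for 32 and on an autosome for 1, and 47 had copies on unplaced sequences of the assembly alone. Reads placed at random among such copies are a candidate source of these peaks, although reads of low mapping quality had been removed, so that only copies with some differences would keep theirs. The counts argue against male animals in both replicates of a group. Peaks per Mb on Y were at most 2.96% of those on X (range 0.992% to 2.96%), and 0 promoter peaks lay at the 2 single-copy Y genes examined in any list. A single male library paired with a female one cannot be excluded, since a list holds only intervals matched across both replicates. A small admixture of male cells stays open, as does the source of the 40 peaks without a copy. No biological explanation was tested, since the design has no comparison of sexes.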

How the results depend on the processing

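Alternatives that used an IDR of 0.05 or lower for the feature shares, the marker lists or a list alone, an equal number of top peaks for the feature shares or marker lists, each replicate's own intervals for the Jaccard indices and feature shares, and 1 promoter per gene were chosen after seeing the data. Of 307 values of results that answer a comparison, 211 kept their direction and side of the threshold or stayed near the first value, 82 moved, 8 became weaker, 2 stronger and 4 reversed. Of 122 other values, 32 stayed, 81 moved, 5 became weaker and 4 reversed. Except where a test or the alternative's own construction is named, the cause was not tested.

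The fall of the promoter share and the rise of the intron share in specific peaks kept their direction under all alternatives tried, with promoter differences from −31.1 to −14.4 percentage points in tissues and from −15.4 to −7.89 in stages. The excess of heart and muscle overlap over the other pairs ranged from 0.0590 to 0.0810.

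An IDR of 0.05 or lower left fewer peaks by construction, 14523 in heart, 45116 in kidney, 16572 in lung, 17108 in muscle, 21839 in spleen, and 23084, 47826 and 54948 in newborn, suckling and adult liver. At 0.01 or lower the counts were 7257, 29711, 9829, 9276, 11590, 9735, 32335 and 39613. Mean replicate correlation was 0.818 at 0.05 or lower.

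With an IDR of 0.05 or lower in every list, tissue-specific peaks numbered 2581 in heart, 23559 in kidney, 7831 in liver, 3954 in lung, 5447 in muscle and 7361 in spleen, and genes 143 in heart, 509 in liver and 278 in lung. Stage-specific peaks numbered 1660 in newborn and 12790 in suckling liver, with 255 genes in newborn and 1892 in adult liver. Newborn peaks absent at the suckling stage were 4425, suckling peaks absent in the newborn 29028 and suckling peaks absent in the adult 14866. The overlap of newborn and suckling minus that of suckling and adult liver reversed to −0.0441. With the limit in the list itself alone, specific peaks fell to 983, 6812, 4088, 1956, 2188 and 1818 in heart, kidney, liver, lung, muscle and spleen, at 20, 255, 189, 74, 104 and 104 genes, and to 380, 681 and 4557 in newborn, suckling and adult liver, at 8, 40 and 238 genes.

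With an equal number of top peaks, kidney had 14974 specific peaks at 630 genes and liver 15693 at 739, while muscle had 644 genes. Suckling liver had 20942 at 1000 genes, 31516 peaks absent in the newborn and 34158 absent in the adult. When no other peak was allowed within 500 bp, genes numbered 224 in heart, 1018 in kidney, 400 in lung, 652 in newborn and 591 in adult liver. Overlap of 50% of a peak's length, merging of overlapping peaks and the added liver lists changed none of the counts they were applied to by over 1.5 times. With 1 promoter per gene, genes numbered 193 in heart, 243 in muscle and 656 in adult liver.

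For the mean promoter share of the liver lists the narrower promoter gave 12.5%, all annotated genes 17.0% and the summit alone 14.1%. Mean intron share was 42.5% with all genes and 41.8% with the summit in newborn tissues, and 42.1%, 45.5% and 45.1% under the same 3 alternatives in liver. All annotated genes lowered the mean intergenic share to 27.2% and 27.8%, since more of the genome then belongs to a gene.

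Among marker lists, the narrower promoter took fetal liver growth to an adjusted p of 0.0358 (range over its alternatives 0.0358 to 0.680) and left adult-specific peaks at 0 of 9 genes of adult liver metabolism, under the background share (adjusted p 1, range 0.263 to 1). All PCGs as the background took T cells to 0.0236 (0.0236 to 1). Counting peaks anywhere in the gene, which raises the background share, gave 0.163 for heart and for muscle, 0.0592 for kidney, liver and lung, 0.0539 for spleen and 0.190 for erythroid genes. At an IDR of 0.05 or lower, the heart list had 0.495. For the erythroid list 2 genes were left in the background and 0 had a newborn promoter peak, so its adjusted p of 1 shows no change of direction, although it is counted as reversed. Lowest values over the alternatives were 8.6e-08 for heart, 8.5e-06 for kidney, 0.00044 for liver, 0.00017 for lung, 2.0e-10 for muscle, 1.2e-06 for spleen and 5.3e-05 for erythroid genes.

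Motif combinations higher in tissues numbered 20 of 84 against the list's own shared peaks and 8 with the reversed consensus, and in stages 6 and 7 of 42. TFAP2 in kidney reversed to −1.92 against its own shared peaks. With the reversed consensus CEBP in newborn liver gave −0.0446, NKX2 in lung −0.749 and SPI1 in spleen −0.235, as the sequence tested is then another one. For MYOD, CEBP, TFAP2 and CTCF the reversed sequence holds a CpG, so it is not an even control.

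Leaving out 1 replicate of every list used the other replicate's own intervals. The peaks stayed those matched in both replicates, so only the edges of intervals changed. The overlap of newborn and suckling minus that of newborn and adult liver ran from −0.0244 to 0.0777 across these 2 alternatives. It reversed with the intervals of replicate 1. Newborn liver intervals had a median of 389 bp in replicate 1 and 283 bp in replicate 2. Newborn and adult liver had an index of 0.516 and 0.542 with the former and 0.459 and 0.470 with the latter. The reversal thus shows how far the difference depends on interval edges, not on replicate 2 as a sample. No paired analysis was possible because a list holds only intervals matched across both replicates, and a test with the replicate number as a block would have 2 blocks, too few to reach the threshold. Intervals of the same replicate number were compared across lists in the alternatives above. Counts of specific peaks were not adjusted for depth per library, and a region missed in 1 list counts as specific elsewhere.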

Other observations

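Tests on the longer lists of kidney and suckling liver, on weak peaks in the suckling counts and at erythroid genes, on GC content of the motifs and on the strength of tissue-specific peaks were chosen after the result was seen. The other tests were chosen before.

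Kidney held the most tissue-specific peaks and suckling liver the most stage-specific ones, and each list is also the longest of its family. With an equal number of top peaks kidney-specific peaks fell to 14974, rank 5 of 6, and suckling-specific peaks to 20942, rank 2 of 3. List length may therefore account for both first places. Weak peaks near the calling limit may add to the count in suckling liver. Of its specific peaks 1.80% had an IDR of 0.05 or lower, against 45.4% of its shared peaks. Newborn-specific peaks had nearly the same share (1.78%) without ranking first, so the share does not set suckling liver apart. A difference between organs or ages in the number of open regions remains open and untested. Depth per library was not used in any test here. By the study's informative reads, every lung and newborn liver library was deeper than either kidney library, yet both lists were shorter. Heart, muscle and spleen against kidney differed in direction between replicates. Adult liver was deeper than suckling liver in each replicate, with a shorter list, while newborn liver differed in direction. These read counts argue against greater depth as the whole cause of either long list.

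In each of the newborn tissues, specific peaks had lower −log10 p than shared peaks. The specific share fell steadily with strength in 6 of 6 lists, from a mean of 36.0% in the weakest 20% of peaks to 8.90% in the strongest 20%. That fall restates the lower strength. Regions open elsewhere but missed near the calling limit, and regions that are weak because few cells of a tissue carry them, cannot be told apart, since both would give it.

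The excess of TFAP2 matches, a GC-rich consensus, in suckling-specific and in kidney-specific peaks was tested against GC content. After matching, the difference was 0.0281 percentage points in suckling liver and 0.261 in kidney, so GC content may account for both. CEBP in adult-specific peaks differs. Matching left a difference of 6.21 points, higher on 18 of 18 autosomes, which argues against GC content as the whole cause. A larger role of CEBP factors in adult hepatocytes is a hypothesis that stays open and was not tested further.

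GC content itself differed between the stages. Mean GC content around the summit was 55.1% ± 7.18 (SD over 35297 peaks) in suckling-specific peaks, 51.6% in newborn-specific and 45.3% in adult-specific peaks outside promoters. Weak peaks were weighed as the cause. Suckling-specific peaks with an IDR of 0.05 or lower still had a mean of 53.3%, below the 55.2% of the others. The adult-specific mean with that limit was 44.6%, which argues against weak peaks as the whole cause of the gap between suckling and adult liver. Newborn-specific peaks had 47.8% with that limit and 51.6% above it, so weak peaks may raise the newborn value. GC bias of the amplification in single libraries and a true difference between stages stay open, and stage and library cannot be separated in this design.

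Suckling-specific liver peaks recurred in the newborn kidney list, which held 26.8% of them (95% confidence interval 26.4 to 27.2), against 12.5% in the spleen list and 5.29% in muscle. The strongest suckling-specific promoter peak, at SST, lies inside the kidney-specific one. Newborn-specific liver peaks overlapped the kidney list in 29.2% and adult-specific ones in 8.97%. When each tissue list was limited to an equal number of top peaks, the share for suckling-specific peaks was 7.68% in kidney and 7.24% in spleen. Kidney was then below spleen for newborn-specific peaks (12.5% against 13.8%) and for adult-specific ones (2.88% against 6.10%). The length of the kidney list and a resemblance between the lists cannot be told apart. With all deposited peaks, the newborn- and adult-specific peaks point in different directions.

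A few regions ranked among the top 100 peaks of every list. There were 14, of which 12 lie on annotated chromosomes, and an intronic region on chromosome 14 (21808487 to 21808665) ranked 1 in all 8 lists. Of the 12, 8 matched the mitochondrial sequence (66.7%, at least 80% identity over at least 50% of the peak), against 0 of 989 random peaks, which allows up to 0.303% of such peaks. Copies of mitochondrial DNA in the nuclear genome, where mitochondrial reads escape removal, are a candidate explanation for these. The tables argue against promoters open in every tissue, since 8.33% of the regions overlapped a promoter, against 86.1% of the other peaks of these ranks. What marks the 4 regions without a match was not tested. Such regions can be excluded before peaks are ranked by strength.

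Newborn and suckling liver had a higher Jaccard index than newborn and adult liver, and unequal peak widths between the lists were tested as a cause. With windows of 200 bp around each summit the difference was −0.00206 (higher on 8 of 18 autosomes, permutation test p = 0.0977). Unequal widths may therefore account for the order when all peaks are used. A longer suckling list was tested with the same windows around an equal number of top summits. The difference was then 0.00982 (17 of 18 autosomes, permutation test p = 4e-05), which argues against list length as the cause. The order held there with equal widths, so widths do not account for it among the top peaks. At the lists' own widths an equal number of top peaks gave 0.0640. Closeness in age stays open in these lists, as these tests point in different directions. From normalized read signal, which was not used here, the study reported a higher correlation of newborn liver with suckling than with adult liver. It read this as similarity of chromatin during early postnatal development.

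Erythroid genes held newborn-specific liver peaks, which might come from blood formation in the newborn liver or from blood left in the samples. Blood in every newborn sample should bring the peaks to most tissues. Of the 6 genes, 1 had its peak in at least 3 of the other 5 newborn tissues, and 5 had it in spleen. However, 0 genes had a newborn-specific peak with an IDR of 0.05 or lower. Peaks this weak can be missed in a list, so their absence from other tissues excludes nothing, and blood left in the samples and blood formation cannot be told apart. Whether weak peaks near the calling limit account for the excess at these genes stays open too, as few newborn-specific peaks in general had such an IDR (1.78%).

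Counts of genes with a specific promoter peak here were 1542 in kidney, 1256 in liver, 406 in muscle and 337 in heart. These are higher than the values quoted from the study above. In suckling and adult liver the counts were 1549 and 1006. Both are higher than the quoted values. With 1 promoter per gene, an alternative chosen after seeing the data, they were 1058 in kidney, 844 in liver, 243 in muscle, 193 in heart, 1073 in suckling and 656 in adult liver. Peaks without overlap in the neighbouring stage numbered 28365 to 57712. Both ends are higher than those quoted from the study above. Of these peaks, 17488 to 34087 lay in a PCG or its promoter, and whether the quoted counts were limited to such peaks is not known.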
